A study of Arabidopsis thaliana with 12 samples.

How the data were processed

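RNA was measured in germinated seeds of Arabidopsis thaliana, a small flowering plant used as a laboratory model. Wild type (WT) was the accession Col-0, and sr34a-1 was a line carrying a mutation in SR34A (AT3G49430), a gene for a serine/arginine-rich splicing factor. Per the labels, stratified seeds grew for 44 h in continuous light and were then moved for 2 h to medium without hormone (mock) or with 0.5 µM abscisic acid (ABA), a plant stress hormone. Each of the 4 combinations of genotype and treatment had 3 libraries, so that 12 libraries were compared. Groups and replicate numbers were taken from the sample titles.

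Libraries were made from polyadenylated RNA of whole seedlings with a standard Illumina protocol, per the labels. The aligner, the counting tool and their versions are not stated there. The deposited gene table holds, per the file headers, a whole-number read count and a cRPKM value for each gene and library. The counts deposited by the authors were not normalized, and their sums differed between libraries. The deposited RPKM values are reads scaled to gene length and sequencing depth, and their denominators followed the summed counts of the libraries. The deposited splicing table gives the percent spliced in (PSI) of each event, which the authors computed as the percent of inclusion reads among inclusion and exclusion reads. Per the file headers, a quality field beside each PSI value carries the read numbers, and the layout is that of the vast-tools program, although no version is stated. Both tables name their genome as the TAIR10 assembly of Arabidopsis in the form araTha10. Whether reads were counted by strand is not stated, so genes that overlap another gene on either strand, and genes with near-identical copies, have uncertain values.

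The gene table listed 33602 genes. Of these, 1213 had no value, 32389 had counts, and 6952 had no read in any library. Gene names came from the deposited table, which named 12893 genes, and 32835 identifiers matched a locus of the RefSeq annotation of TAIR10.1. Positions of genes are from that annotation and positions of splicing events are as deposited. Both count from 1. Of 115163 deposited introns, 99.83% had GT or GC and AG at their ends in the TAIR10.1 sequence, and 0 reached beyond the end of a chromosome. All sample columns were matched to samples by their names, which left 0 unmatched.

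The splicing table listed 388521 events, made up of 92538 exons, 115194 introns, 116702 alternative acceptor sites and 64087 alternative donor sites. PSI recomputed from the read numbers differed from the deposited value by at most 0.05 over 4060766 values with at least 10 reads. Alternative sites are listed once per site, and in all 605844 sums checked for events with a pair of sites the PSI values added up to 100 within rounding. The first site of every event with alternative sites was therefore left out, which removed 74450 entries. This was decided after the layout of the table was seen and before any test.

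Total counts ranged from 61128187 to 83268758 per library. Between 268075 and 273276 events had at least 10 reads in a library, and the median event among them had 187 to 249 reads. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom from 4.29 to 19.98, and no library was a copy of another. Reads carry no molecular identifiers here, so floors given as 3 counts cover counting error only.

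Gene expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 12 libraries entered a model with a mean for each group, with TMM normalization factors (0.976 to 1.025) and the default filterByExpr filter, which kept 21256 genes. CPM are counts scaled to library size with the same factors. Splicing was tested with limma 3.58.1 on the log2 ratio of inclusion to exclusion reads, with 0.5 reads added to each. Its moderated variance followed the sampling variance of the events. Events needed at least 10 reads in each library, which 259435 had, and a mean PSI between 2 and 98, which left 28000 events in 9973 genes. A difference counted as significant at a Benjamini-Hochberg adjusted p under 0.05. A range rule without a p-value was applied beside it, which asked for a difference of mean PSI of at least 15 and a gap of at least 5 between the groups. Event types and overlaps were compared with Fisher's exact test, two-sided, over the events or genes that could have been called.

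The comparisons were sr34a-1 against WT in each treatment, ABA against mock in each genotype, the interaction of both factors, and both effects averaged over the other factor. The groupings, tests, alternatives, and lists of ABA marker and SR genes were fixed before the data were examined. Named were SR34A, the listed marker and SR genes, and in each comparison the 3 genes with the largest increase and the 3 with the largest decrease. These had an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap of CPM between the groups. Splicing events followed the same rule with PSI. Where no event passed, the 3 with the smallest p were named and said not to pass.

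Alternatives were other normalization factors, DESeq2 1.42.0, other count filters, limma on log2 cRPKM with pseudocounts of 1 and 0.1, and a minimum change. For splicing they were other read and PSI filters, 1 read added, weights, a quasi-binomial model and other limits of the range rule. Fits on the 6 libraries compared and fits without each library in turn were also made. All splice-site entries, and only introns with balanced reads at both ends, were alternatives chosen after seeing the data. The replicate number was added as a block in a further fit. The pairing comes from the replicate numbers in the labels, which do not say whether libraries of the same number were grown or processed together.

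Each test was run on simulated data drawn with the means of the real libraries. For expression, 100% of 200 genes with a 2-fold change among 21058 were recovered with 7 false calls. For splicing, limma recovered 78% of 200 events shifted by 20 PSI among 28000 with 7 false calls, and the quasi-binomial model recovered 83% with 4. The range rule recovered 82.5% with 31 false calls and made 40 calls in a simulated contrast without change. These rates hold for the simulated sizes of change and the simulated spread between replicates, which can differ from that of the real libraries. They were not broken down by read number or PSI. They therefore give no power or false-call rate for genes or events with few reads, or for PSI near the filter limits. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.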

Results

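Messenger RNA was sequenced from germinated seeds of Arabidopsis WT Col-0 and the sr34a-1 mutant to ask how SR34A affects gene expression and alternative splicing during seedling establishment and in response to ABA. There were 4 groups of 3 libraries each: WT mock, sr34a-1 mock, WT ABA and sr34a-1 ABA. Total counts per library ranged from 62235081 to 83268758 in WT mock, from 72777477 to 78724648 in sr34a-1 mock, from 61128187 to 72745537 in WT ABA and from 69112037 to 79779658 in sr34a-1 ABA. The 10 most counted genes took 4.49% to 5.11% of the counts in each library. The most counted gene was BGLU23 or ICL, with 0.938% to 1.361% of the counts. The labels give no sequencing batch or date.

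The main axis of variation in gene expression separated the treatments. The first principal component of log2 CPM held 60.8% of the variance and placed all 6 mock libraries below 0 and all 6 ABA libraries above it. The second component held 14.2% and separated the genotypes, with WT libraries above 0 and sr34a-1 libraries below it. Within each treatment, the sr34a-1 libraries also had higher values than the WT libraries on the first component. They lay from -39.26 to -36.34 against -53.82 to -50.83 under mock conditions, and from 50.33 to 58.65 against 36.49 to 38.12 with ABA. For splicing, the first component held 13.1% of the variance and separated the genotypes, and the second held 10.8%.

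**Figure D1:**
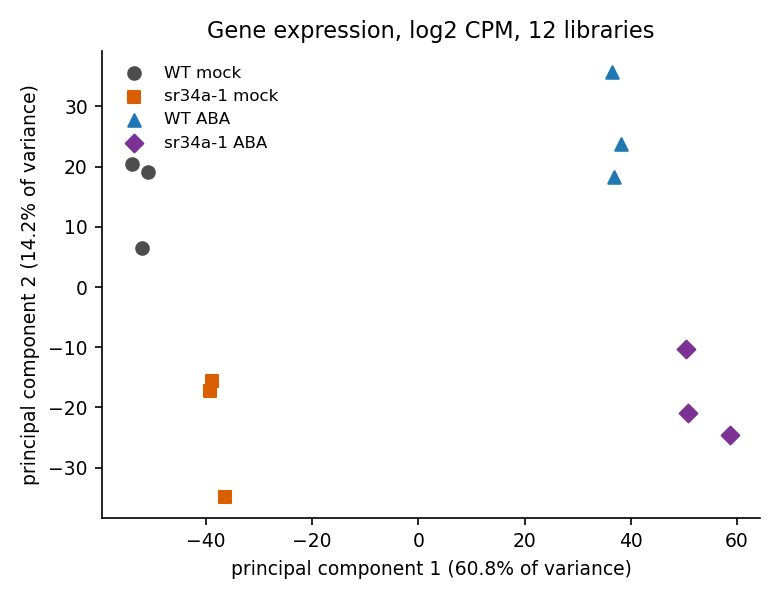
First and second principal components of log2 CPM for the 12 libraries, with each point a library and the shape and colour giving its group; axes show the share of variance. Component 1 (60.8%) separated mock from ABA and component 2 (14.2%) separated WT from sr34a-1.

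The mutated gene was examined first. SR34A (AT3G49430) lies on chromosome 3 from 18331509 to 18335154 in TAIR10.1. Its expression was 96.2 ± 4.30 CPM in WT mock and 13.2 ± 0.712 CPM in sr34a-1 mock (SD, n = 3 each). With ABA it was 93.4 ± 3.47 CPM in WT and 12.7 ± 1.28 CPM in sr34a-1 (SD, n = 3 each). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was -2.86 (SE 0.067, adjusted p 3.81e-12) under mock conditions and -2.88 (SE 0.068, adjusted p 3.87e-12) with ABA. All sr34a-1 libraries were below all WT libraries. The call was the same in every alternative, and the change stayed between -2.897 and -2.82 under mock conditions and between -2.966 and -2.834 with ABA when single libraries were left out.

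The loss of reads at introns was uneven along SR34A. The splicing table covers 12 introns of the gene, from 18331713 to 18334808 on chromosome 3. Reads of an intron event are its inclusion plus exclusion reads, so unspliced reads are included. They were scaled to the library's counts for the percentages. Across the first 10 introns, event reads in sr34a-1 were 18.4% to 25.8% of WT under mock conditions and 16.0% to 24.1% with ABA. At intron 11 (18334539 to 18334649) they were 1.83% of WT under mock conditions, with 15 to 27 reads per sr34a-1 library, and 1.22% with ABA, with 7 to 20 reads. At intron 12 (18334717 to 18334808), WT mock libraries had 905.6 to 1249.5 event reads and sr34a-1 mock libraries had 1 to 2. With ABA, WT libraries had 683.5 to 858.5 and each sr34a-1 library had 1. Against a floor of 3 counts, event reads of intron 12 were at least 357-fold lower in sr34a-1 under mock conditions and at least 291-fold lower with ABA.

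To ask which genes differ between the genotypes without added hormone, sr34a-1 mock was compared with WT mock. Of 21256 genes tested, 3488 differed (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with 1790 higher and 1698 lower in sr34a-1. The median absolute log2 fold change of these genes was 0.32. Of the 282 genes that changed by at least 1, 203 were higher and 79 lower. The near-even split of all calls changed sides in a fit on the 6 libraries compared (1364 higher and 1706 lower). Libraries with the same replicate number deviated together in this comparison (mean r 0.189 across genes, which are not independent replicates), and with the replicate number as a block 5381 genes differed. The alternative that moved the count most was to require a log2 fold change of at least 1, and the next was that block. Leaving out single libraries gave 1892 to 4145 genes, and 1565 of the 3488 genes passed in each of these 6 fits.

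The 3 genes with the largest increase under mock conditions were AT5G35935, AT1G50280 and NRT2.6. AT5G35935, annotated as a pseudogene (chromosome 5, 14083388 to 14089891), rose from 3.47 ± 0.456 to 27.0 ± 0.642 CPM (SD, n = 3 each). AT1G50280, a protein-coding gene (chromosome 1, 18623698 to 18626441), rose from 2.64 ± 0.385 to 20.2 ± 1.37 CPM. Their log2 fold changes were 2.95 and 2.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 6.69e-11 and 8.81e-11). NRT2.6 (AT3G45060, chromosome 3, 16477561 to 16479559) rose from 0.520 ± 0.126 to 2.83 ± 0.314 CPM. The 3 largest decreases were in AT5G33395, SR34A and AT1G76740. AT5G33395, a pseudogene (chromosome 5, 12664506 to 12666192), fell from 3.42 ± 0.119 to 0.415 ± 0.0547 CPM. AT1G76740 (chromosome 1, 28805114 to 28810647) fell from 11.8 ± 0.251 to 2.48 ± 0.482 CPM. The log2 fold changes of NRT2.6, AT5G33395 and AT1G76740 were 2.43, -3.03 and -2.25 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 3.03e-06, 1.08e-07 and 1.44e-07). Whether reads of the pseudogenes AT5G35935 and AT5G33395 were shared with related copies was not analysed here.

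The genotypes were then compared after ABA. Of the 21256 genes, 4705 differed (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with 2366 higher and 2339 lower in sr34a-1. The median absolute log2 fold change was 0.31, and 354 genes changed by at least 1 (200 higher and 154 lower). A fit on the 6 libraries compared gave 1958 higher and 2147 lower. With the replicate number as a block (mean same-number r 0.128 across genes) the count was 6450. The 3 largest increases were in AT5G35935 (3.01 ± 0.224 to 26.1 ± 1.99 CPM), AT1G50280 (2.69 ± 0.170 to 21.3 ± 0.425 CPM) and the seed albumin gene AT2S4 (0.865 ± 0.324 to 4.64 ± 1.05 CPM; SD, n = 3 each). AT2S4 (AT4G27170, chromosome 4, 13613596 to 13614283) lies in a tandem array of similar albumin genes, and its value is uncertain where reads were split among them. The largest decreases after SR34A were in AT1G76740 (10.1 ± 0.922 to 1.88 ± 0.290 CPM) and AT5G33395 (4.43 ± 0.721 to 0.949 ± 0.0777 CPM). The log2 fold changes were 3.12, 2.99 and 2.42 for the increases and -2.43 and -2.22 for the decreases. Their adjusted p-values in the same test were 4.81e-11, 7.89e-11, 0.000128, 1.07e-07 and 1.01e-06.

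The genotype difference was largely shared between treatments. Of the 3488 genes called under mock conditions, 2471 were also called with ABA, and 2467 of these changed in the same direction. Across the 5722 genes called in either treatment, the log2 fold changes had a Pearson r of 0.801 and a Spearman rho of 0.876, computed across genes, which are not independent replicates. Averaged over treatments, 7196 genes differed between genotypes (3799 higher and 3397 lower in sr34a-1), against 8697 with the replicate block.

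The response to ABA was examined in each genotype. In WT, 7461 genes differed between ABA and mock (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with 3858 higher and 3603 lower after ABA, or 51.71% higher. With the replicate number as a block (mean same-number r 0.131 across genes) the count was 8776. In sr34a-1, 8514 genes differed, with 4119 higher and 4395 lower, or 48.38% higher. The median absolute log2 fold change was 0.40 in both genotypes, and 1420 genes in WT (801 higher and 619 lower) and 1562 in sr34a-1 (850 higher and 712 lower) changed by at least 1. The balance of directions depended on the scaling. With limma on log2(cRPKM + 1), 3042 genes were higher and 4602 lower in WT (39.8% higher), and 3357 were higher and 5299 lower in sr34a-1 (38.78% higher).

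The ABA responses of the genotypes overlapped. Of the genes called in WT, 6108 were also called in sr34a-1, all in the same direction. Across 9867 genes called in either genotype, log2 fold changes had a Pearson r of 0.931 and a Spearman rho of 0.940, again across genes that are not independent replicates. Averaged over genotypes, 10874 genes changed (5258 higher, 5616 lower, or 48.35% higher), against 12014 with the replicate block and 37.19% higher with limma on log2(cRPKM + 1).

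The 3 largest increases after ABA were in the same genes in both genotypes. AT5G24080 (chromosome 5, 8139111 to 8142432) had 0 to 1 counts in the WT mock libraries and 10.2 ± 1.63 CPM in WT ABA (SD, n = 3), at least 246-fold higher than the floor of 3 counts. In sr34a-1 it rose from 0.0628 ± 0.0484 to 9.94 ± 1.21 CPM. COR15A (AT2G42540, chromosome 2, 17710441 to 17712330) rose from 0.0726 ± 0.0641 to 10.8 ± 1.94 CPM in WT and from 0.0566 ± 0.0539 to 16.2 ± 2.14 CPM in sr34a-1. LAC12 (AT5G05390, chromosome 5, 1594685 to 1597042) rose from 0.0826 ± 0.0579 to 8.83 ± 3.08 CPM in WT and from 0.0342 ± 0.0317 to 5.44 ± 1.48 CPM in sr34a-1. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p-values of these genes were 2.61e-11, 3.91e-10 and 9.36e-09 in WT and 4.3e-11, 1.08e-10 and 2.02e-08 in sr34a-1. Mock libraries held between 0 and 12 counts for these genes, so the sizes of their fold changes are imprecise.

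The largest decreases after ABA in WT were in AT2G43860, PYL6 and MAM3. AT2G43860 (chromosome 2, 18162720 to 18164428) fell from 6.04 ± 0.965 to 0.173 ± 0.131 CPM (SD, n = 3 each). PYL6 (AT2G40330, an ABA receptor gene, chromosome 2, 16844588 to 16846194) fell from 30.9 ± 4.23 to 1.76 ± 0.170 CPM. MAM3 (AT5G23020, chromosome 5, 7718118 to 7721866) fell from 5.10 ± 1.22 to 0.381 ± 0.134 CPM. Their log2 fold changes were -5.11, -4.14 and -3.73 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 3.59e-09, 2.55e-09 and 2.18e-07). In sr34a-1 the largest decreases were in AT2G43860, PYL6 and CEL5 (AT1G22880, chromosome 1, 8095449 to 8097790), with log2 fold changes of -3.98, -3.67 and -3.60. Adjusted p-values in the same test were 2.02e-08, 3.72e-09 and 4.92e-11. CEL5 fell from 15.2 ± 1.28 to 1.26 ± 0.340 CPM in sr34a-1.

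A list of 38 ABA marker genes was used to see whether the treatment was visible in each genotype. With adjustment over the list alone, 38 changed in WT (35 higher) and 37 in sr34a-1 (34 higher), and over all genes 37 changed in each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 lower genes were the receptor genes PYL4, PYL5 and PYL6 in both genotypes. Between genotypes, 18 of the 38 differed under mock conditions over the list (17 higher in sr34a-1) and 17 over all genes. With ABA, 21 differed over the list (20 higher in sr34a-1) and 20 over all genes. With the replicate number as a block, 38 changed with ABA in WT over the list.

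Whether the ABA response differed between genotypes was tested as an interaction. Over all 21256 genes, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.0501. At an unadjusted p under 0.05 there were 1374 genes. With the replicate number as a block (mean same-number r over all pairs of groups 0.110 across genes), 74 genes passed, and DESeq2 called 38. Over the list of 38 ABA markers, 3 genes passed, all with a smaller log2 response in sr34a-1: KIN1 (AT5G15960), AIP1 (AT1G07430, also known as HAI2) and KIN2 (AT5G15970).

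**Figure D2:**
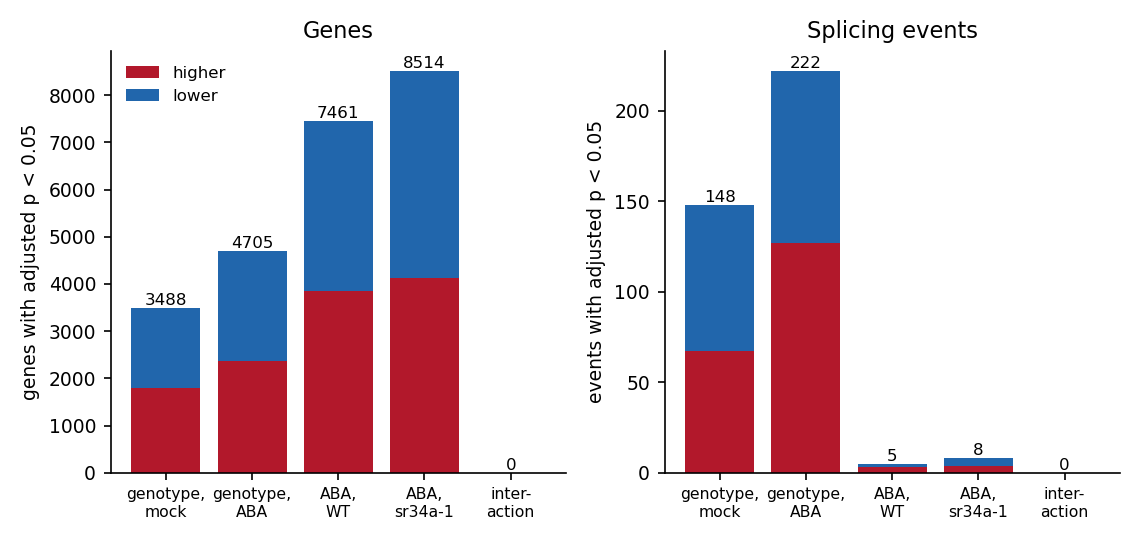
Number of genes (left) and splicing events (right) with a Benjamini-Hochberg adjusted p under 0.05 in each comparison, with higher calls in red and lower calls in blue and the total above each bar. Genes differed in larger numbers between treatments (7461 and 8514) than between genotypes (3488 and 4705), and splicing events the other way round (5 and 8 against 148 and 222), except without the filter on mean PSI (7244 and 6668 against 524 and 1338).

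Splicing was compared over 28000 events. Under mock conditions 148 events in 113 genes differed between genotypes (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05), with 67 having higher PSI and 81 lower PSI in sr34a-1. Their median absolute PSI difference was 10.6. With ABA, 222 events in 182 genes differed, with 127 higher and 95 lower and a median absolute difference of 11.6. The alternative that moved these counts most was to drop the filter on mean PSI, which gave 524 events (311 higher and 213 lower) and 1338 events (870 higher and 468 lower). Of the 148 events, 71 were also called with ABA, all in the same direction. Averaged over treatments, 614 events in 469 genes differed, with 366 higher and 248 lower. The range rule called 160 events under mock conditions and 164 with ABA, of which 35 were shared.

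In RBL6 (AT1G12750), use shifted between a pair of acceptor sites upstream of the coding sequence under mock conditions. Both sites belong to the same event and share its reads, so the rise at one and the fall at the other are the same change. At the acceptor at 4347537 on chromosome 1, PSI rose from 24.9 ± 5.39 to 66.8 ± 6.72 (SD, n = 3 each), and at the acceptor at 4347790 it fell from 69.5 ± 2.08 to 26.1 ± 7.65. These events had 30 to 57 reads per library, and adjusted p-values in limma with Benjamini-Hochberg adjustment were 0.0017 and 0.00148. A 98-base exon of AT5G05550 (chromosome 5, 1639454 to 1639551), located between the first and last coding base, fell from 50.7 ± 6.47 to 9.15 ± 3.21 PSI with 268 to 355 reads per library (limma with Benjamini-Hochberg adjustment, adjusted p 2.28e-09). The other 3 events named by the rule were an acceptor of AT2G12170 (10.1 ± 2.79 to 50.2 ± 17.6 PSI), an intron of AT3G19780 (33.2 ± 5.196 to 60.8 ± 8.75 PSI) and an acceptor of AT1G09195 (78.7 ± 14.2 to 27.5 ± 19.9 PSI). These 3 had adjusted p-values of 0.0369, 0.0454 and 0.0395 in the same test and lost significance in 7, 9 and 7 of the alternatives and fits without 1 library.

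With ABA, the largest increases in sr34a-1 were in an intron of BSK4, an exon of AT1G10095 and an acceptor of AT2G40630. The 86-base exon of AT1G10095 (chromosome 1, 3299365 to 3299450, between the first and last coding base) rose from 49.2 ± 5.83 to 82.0 ± 4.51 PSI (SD, n = 3 each) with 74 to 123 reads per library. The acceptor of AT2G40630 (chromosome 2, 16960158) rose from 62.3 ± 7.44 to 94.7 ± 3.16 PSI with 34 to 70 reads. Their adjusted p-values were 0.000809 and 0.000311 (limma with Benjamini-Hochberg adjustment), and both passed in every alternative. The intron of BSK4 (AT1G01740, chromosome 1, 274250 to 274383, upstream of the coding sequence) rose from 38.3 ± 15.8 to 75.3 ± 3.76 PSI. The largest decreases were in introns of AT5G37072 (57.3 ± 39.6 to 5.19 ± 3.89 PSI) and AT2G31751 (95.9 ± 7.10 to 49.1 ± 5.97 PSI) and an acceptor of AT1G18773 (81.0 ± 2.87 to 38.7 ± 16.0 PSI). Those 3 rested on 12 to 46 reads per library. The events of BSK4, AT5G37072, AT2G31751 and AT1G18773 had adjusted p-values of 0.0317, 0.0199, 0.00928 and 0.0423 in the same test, and lost significance in 8, 6, 2 and 7 of the alternatives and fits without 1 library.

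Event types were not called in equal proportion. Exons made up 40 of the 148 calls under mock conditions, an odds ratio of 9.22 against the other types (Fisher's exact test, two-sided, adjusted p 1.04e-21). With ABA they made up 66 of the 222 calls (odds ratio 10.8, adjusted p 3.74e-38). Introns were called less often, with odds ratios of 0.364 (adjusted p 6.24e-09) and 0.466 (adjusted p 4.99e-08). Under the range rule, the odds ratios of exons were 5.69 and 6.72 between genotypes, and 1.78 (adjusted p 0.267) in WT and 0.952 (adjusted p 1) in sr34a-1 for ABA against mock. Events rather than samples were the units of these tests.

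Genes with a splicing event that differed between genotypes in the limma test also differed in expression more often than others. The genes were not matched on read depth or on the number of tested events. More reads favour calls in both tests, so depth may account for some or all of the excess. Under mock conditions 37 of 113 such genes (32.7%) were called for expression, against 16.7% of the other genes tested for both (odds ratio 2.43, Fisher's exact test, two-sided, adjusted p 0.000108). With ABA they were 66 of 182 (36.3%) against 23.4% (odds ratio 1.86, adjusted p 0.00027). With the range rule the odds ratio was 1.76 (adjusted p 0.0259) under mock conditions and 1.27 (adjusted p 0.232) with ABA, where the excess no longer passed. For ABA against mock, the odds ratios were 7.02 in WT and 4.23 in sr34a-1 with the limma calls (adjusted p 0.0733 each) and 0.558 and 0.598 with the range rule (adjusted p 0.082 each), none of which passed. Averaged over the other factor, limma calls overlapped expression calls in 217 of 469 genes for genotype (odds ratio 1.57, adjusted p 1.59e-05) and 17 of 21 for ABA (odds ratio 3.74, adjusted p 0.0213).

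Few splicing events with a mean PSI between 2 and 98 responded to ABA. In WT 5 events and in sr34a-1 8 events differed between ABA and mock (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05), against 1615 and 1734 at an unadjusted p under 0.05. Without the filter on mean PSI there were 7244 and 6668, and 98.8% of the WT calls among events the filter had left out differed by less than 1 PSI. The range rule called 73 and 79, of which 3 were shared. Retention of an intron of ALDH7B4 (AT1G54100, chromosome 1, 20198856 to 20198961, upstream of the coding sequence) rose from 34.99 ± 2.89 to 55.0 ± 4.35 PSI in WT and from 36 ± 2.16 to 56.4 ± 3.65 PSI in sr34a-1 (SD, n = 3 each). Retention of an intron of GGH1 (AT1G78660, chromosome 1, 29585956 to 29586065, between the first and last coding base) fell from 53.1 ± 0.682 to 38.2 ± 3.55 PSI in WT and from 61.3 ± 1.89 to 43.9 ± 2.51 PSI in sr34a-1. Adjusted p-values were 0.000548 and 0.000605 in WT and 0.000203 and 4.74e-05 in sr34a-1 (limma with Benjamini-Hochberg adjustment).

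The other events called in WT were exons of BGLU9, AAE17 and AT4G05040. Their PSI differences were 15.6, 7.26 and -21.5, with an adjusted p of 0.026 each in the same limma test. They lost significance in 6, 8 and 6 of the alternatives and fits without 1 library. In sr34a-1 they were not called, but mean PSI moved in the same directions. It went from 53.58 to 64.19, from 88.47 to 91.55 and from 48.98 to 43.68. In sr34a-1, introns of ERD15, AGL16 and AT1G25530 and an exon of AT3G53270 were among the events called. Retention of the ERD15 intron (AT2G41430, chromosome 2, 17269491 to 17269719, upstream of the coding sequence) rose from 70.9 ± 4.85 to 92.7 ± 3.69 PSI. In WT these 4 events were not called, but mean PSI moved in the same directions. It went from 71.64 to 88.77 in ERD15, from 23.25 to 10.18 in AGL16, from 16.05 to 6.59 in AT1G25530 and from 82.47 to 92.5 in AT3G53270. Differences in sr34a-1 were -19.9 in AGL16, -12.6 in AT1G25530 and 9.99 in AT3G53270. Adjusted p-values of the 4 events in sr34a-1, ERD15 first, were 0.00228, 0.0134, 0.0134 and 0.022 in limma with Benjamini-Hochberg adjustment. The events of AGL16, AT1G25530 and AT3G53270 lost significance in 5, 4 and 9 of the alternatives and fits without 1 library, and ERD15 kept it in each. For the interaction 0 events passed (smallest adjusted p 0.692), with 1327 at an unadjusted p under 0.05. The 3 events with the smallest p were an acceptor of AT1G61360, a donor of AT1G06620 and an intron of AT3G57630, and none of them passed.

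SR genes, the family of splicing factors to which SR34A belongs, were examined as a list of 20. Over the list, 9 differed in expression between genotypes under mock conditions (6 higher in sr34a-1) and 10 with ABA (8 higher). Over all genes, 7 and 9 differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SR30 (AT1G09140, chromosome 1, 2942538 to 2945976) rose from 51.3 ± 2.21 to 77.1 ± 1.78 CPM under mock conditions and from 54.6 ± 1.80 to 76.0 ± 0.843 CPM with ABA (SD, n = 3 each). SR34 (AT1G02840, chromosome 1, 626639 to 629993) rose from 119.9 ± 0.164 to 139.6 ± 3.37 CPM and from 120.7 ± 4.13 to 147.4 ± 3.72 CPM. The log2 fold changes were 0.59 and 0.48 for SR30 and 0.22 and 0.29 for SR34, each called over all genes.

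Of 63 tested splicing events in 18 SR genes, 9 were called under mock conditions over all events (14.3%, against 0.529% of all events) and 10 with ABA (15.9% against 0.793%), all in limma with Benjamini-Hochberg adjustment. Over the list alone there were 14 and 17. SR34A itself held 3 and 4 of the calls over all events. In SR30, use of an alternative acceptor within the coding region (chromosome 1, 2943564) fell from 38.2 ± 2.00 to 7.86 ± 0.867 PSI under mock conditions and from 37.7 ± 2.70 to 10.2 ± 1.96 PSI with ABA (SD, n = 3 each). Its adjusted p-values were 2.81e-10 and 1.33e-08, with 288 to 549 reads per library. Retention of the intron around that site (2943227 to 2944168) fell from 29.1 ± 2.72 to 10.1 ± 2.11 PSI and from 28.4 ± 1.39 to 13.0 ± 2.48 PSI, with adjusted p-values of 9.48e-07 and 0.000144. In SR34, an 80-base exon (chromosome 1, 628777 to 628856) fell from 5.87 ± 0.435 to 1.68 ± 0.336 PSI and from 5.23 ± 0.514 to 1.57 ± 0.156 PSI, with adjusted p-values of 4.49e-07 and 1.92e-06.

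**Figure D3:**
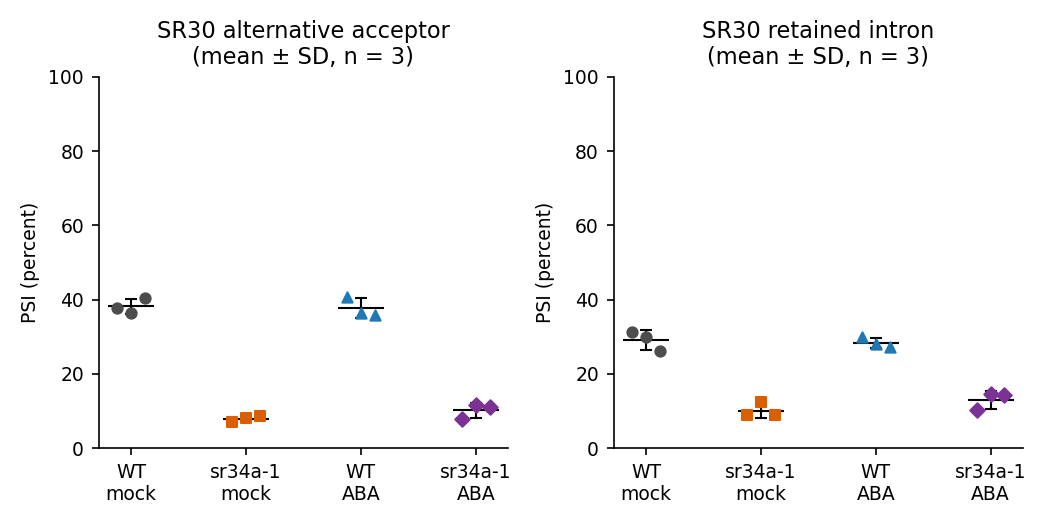
PSI in percent of the SR30 alternative acceptor (left) and of the retained SR30 intron (right) in each library, with lines the group means and bars the SD of 3 libraries. In sr34a-1 the acceptor was used at 7.86 and 10.2 PSI and the intron was retained at 10.1 and 13.0 PSI, against 37.7 PSI or more and 28.4 PSI or more in WT.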

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

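Among the tests below, the check for too few reads before ABA was chosen only after the result was seen. Effects of ABA were compared between genotypes for 69 genes and 28 splicing events. The difference of the effects was tested as an interaction, or the events were picked out because all libraries of each genotype moved in opposite directions.

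The ABA response of 3 of the 38 marker genes was smaller in sr34a-1 on the log2 scale. For KIN1 (AT5G15960, chromosome 5, 5209717 to 5210826) the response in sr34a-1 minus that in WT was -1.09 (SE 0.154), with an adjusted p of 0.000179 over the list and 0.0501 over all genes. For AIP1 (AT1G07430, chromosome 1, 2280746 to 2282828) it was -0.84 (SE 0.145), with 0.000827 over the list and 0.116 over all genes. For KIN2 (AT5G15970, chromosome 5, 5211719 to 5212743) it was -0.63 (SE 0.161), with 0.0183 over the list and 0.485 over all genes. These p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

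All 3 genes were induced in both genotypes, and the genotypes differed more before ABA than after it on the log2 scale. KIN1 rose from 0.876 ± 0.205 to 65.2 ± 3.83 CPM in WT and from 2.42 ± 0.222 to 84.4 ± 4.45 CPM in sr34a-1 (SD, n = 3 each). AIP1 rose from 1.09 ± 0.0391 to 9.16 ± 0.691 CPM and from 2.82 ± 0.236 to 13.2 ± 1.09 CPM. KIN2 rose from 15.9 ± 3.22 to 239.2 ± 14.9 CPM and from 27.4 ± 3.90 to 266.9 ± 3.40 CPM. On the log2 scale, sr34a-1 exceeded WT by 1.46, 1.36 and 0.79 under mock conditions and by 0.37, 0.52 and 0.16 with ABA for KIN1, AIP1 and KIN2.

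Reads shared between KIN1 and KIN2 were examined first, since the genes are similar: 1.28% of the 780 windows of 50 bases in KIN1 had an exact match in KIN2. Windows with mismatches were not counted and the aligner is not stated, so shared reads cannot be excluded. Too few reads before ABA did not account for the difference, since the smallest count of the 3 genes in a mock library was 48. Limma on cRPKM gave larger p-values for all 3 genes, and 2 of them no longer passed with 1 added. With limma on log2(cRPKM + 1) the adjusted p over the list was 0.305 for AIP1, the largest among the 3 genes under other scalings, and 0.0645 for KIN2. With 0.1 added in place of 1 these were 0.0067 and 0.048, and both genes also passed with RLE factors and with DESeq2. For KIN1 they were 0.00367 with 1 added and 0.00157 with 0.1 added. With 1 added the difference shrank to -0.79 for KIN1 and -0.23 for AIP1 but stayed at -0.61 for KIN2. Over the alternatives the list-adjusted p ranged from 1.69e-10 to 0.00367 for KIN1, from 0.000345 to 0.0645 for KIN2 and from 2.93e-05 to 0.305 for AIP1. The replicate block gave 1.25e-05, 0.000345 and 0.000239 for KIN1, KIN2 and AIP1 (mean same-number r over all pairs of groups 0.110 across genes). Without single libraries KIN2 ranged from 0.0013 to 0.0712. Of 19 fits each, 0 were over 0.05 for KIN1, 1 for AIP1 and 2 for KIN2. The hypothesis remains that the log2 response of these genes may be smaller in sr34a-1, although the results for AIP1 and KIN2 did not pass in every fit.

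At an alternative acceptor of AT1G61360 (chromosome 1, 22638762), PSI changed by 11.01 with ABA in WT (13.1 to 24.1) and by -16.99 in sr34a-1 (18.8 to 1.77). Retention of an intron of AT3G57630 (chromosome 3, 21343120 to 21343545) changed by -15.73 in WT (40.9 to 25.1) and by 16.53 in sr34a-1 (19.8 to 36.3). Both events were named because they had some of the smallest interaction p-values, so that opposite changes were favoured by the choice. In limma with Benjamini-Hochberg adjustment the interaction had an adjusted p of 0.692 for both and did not pass. No technical or biological explanation was tested for these 2 events.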

How the results depend on the processing

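No named gene or event that passed its test changed direction under the alternatives tried, but near-even splits into higher and lower calls did change sides. Fits on 6 libraries gave 1364 higher and 1706 lower genes between genotypes under mock conditions, 1958 and 2147 with ABA, and 4258 and 3970 for ABA in sr34a-1. A mean CPM of at least 5 gave 2969 and 3045 for genotype averaged and 4316 and 4132 for ABA averaged. For ABA in WT, 39.8% and 39.96% were higher with limma on log2 cRPKM (1 and 0.1 added) against 51.71%. Without the filter on mean PSI, 311 events were higher and 213 lower between genotypes under mock conditions, against 67 and 81, and ABA calls outnumbered genotype calls. Restricting introns to those with balanced reads and keeping all splice-site entries were chosen after seeing the data, and the cause of each change below was not tested unless a value is given.

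For expression, the block gave 5381 genes between genotypes under mock conditions, and 74 for the interaction, where DESeq2 gave 38 and no count filter 5. The block gave 9914 genes for ABA in sr34a-1, where same-number r was 0.044. Requiring a log2 fold change of at least 1 left 282 and 354 genes between genotypes (mock, ABA), 1420 and 1562 for ABA (WT, sr34a-1), and 362 and 1572 averaged. It left 1 SR gene in each treatment. With all libraries kept, the other expression counts summed over directions stayed within 1.5 times the reported count.

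For splicing, no filter on mean PSI gave 524 and 1338 events between genotypes, 7244 and 6668 for ABA, 4173 and 16272 averaged, and 55 and 54 in SR genes. Of 7170 called events for ABA in WT that the filter had left out of testing, 98.8% differed by less than 1 PSI and 94.8% lay in genes called for expression, so these calls may follow read depth. Weights gave 9, 15 and 45 events for ABA (WT, sr34a-1, averaged). The quasi-binomial model gave 147 between genotypes with ABA and 2 for ABA in WT. Fits on 6 libraries gave 236 between genotypes under mock conditions and 8 for ABA in WT. Balanced introns gave 3, 4 and 11 for ABA (WT, sr34a-1, averaged). A PSI difference of at least 10 left 79, 126 and 233 between genotypes (mock, ABA, averaged), 5 for ABA in sr34a-1, and 4 and 5 in SR genes. Same-number r was 0.016, -0.001, 0.013 and 0.008 for splicing, and the block gave 161, 235, 6 and 9 events.

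The range rule, in the order genotype in mock, genotype in ABA, ABA in WT and ABA in sr34a-1, gave 302, 294, 135 and 147 events at a difference of 10 and 29, 41, 12 and 17 at 25. Without the gap the last 3 were 257, 116 and 124, and with 20 reads the last 2 were 43 and 51. Its overlap with expression calls with ABA had an odds ratio of 1.27 (p 0.232), weaker than 1.86.

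Leaving out single libraries gave 1892 to 4145 and 3018 to 4253 genes between genotypes, 6217 to 6752 and 7182 to 7736 for ABA, 0 to 4 for the interaction, and 5983 to 7427 and 10132 to 10582 averaged. Splicing gave 82 to 110, 163 to 179, 2 to 9, 3 to 10, 0 to 0, 459 to 591 and 13 to 26, and the range rule 232 to 272, 287 to 321, 153 to 188 and 152 to 189. Markers stayed at 37 to 38, SR genes at 7 to 9 and 8 to 12, and SR events at 11 to 16 and 14 to 16. Of the genes called between genotypes, 1565 (44.87%) and 2457 (52.22%) kept their call in every such fit, and 50 and 80 events did.

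Among counts split by direction, 81 moved and 227 did not under other settings, and 80 and 208 without single libraries. Among named genes and events, 39 were weaker and 560 the same, and 56 and 358 without single libraries.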

Other observations

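Chosen only after the results were seen were the tests of the ABA score, the stage score, neighbouring genes, tandem families, balanced introns, SR events outside SR34A, SR genes counted once, and intron PSI within pairs. Further arrangements of the libraries were counted for each comparison.

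With 3 libraries against 3, only 4 splits part all libraries of the same replicate number, so no share under 0.05 was possible. In each comparison and list, 1 of the 4 splits, the real one, gave as many calls. The other 3 gave 0 genes in every expression comparison and 0 to 2 splicing events. The remaining 6 splits part fewer such pairs. They gave 0 genes over all genes, up to 1 SR gene, and up to 8 splicing events for ABA in WT against 5 with the real labels. For the range rule, the other 3 splits gave 38 to 48 events against 160 and 71 to 84 against 164 between genotypes, and 40 to 58 against 73 and 53 to 69 against 79 for ABA. Under the same rule the remaining 6 splits gave 43 to 58 and 62 to 84 events between genotypes. For ABA they gave 45 to 69 in WT and 49 to 70 in sr34a-1, close to the real counts. The pairwise comparisons cannot be told apart from chance by these splits alone. For the interaction at an unadjusted p under 0.05, the other arrangements gave 198 to 252 genes against 1374 and 1082 to 1101 events against 1327. With 4 arrangements this count could not pass either. All other splits and arrangements put libraries of both labels in the same group. Real differences then widen the spread within groups and lower the counts of the edgeR and limma tests. The gaps to the real counts therefore do not measure an excess over chance.

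For the effects averaged over the other factor, labels were swapped within same-numbered pairs in 32 arrangements. The real one alone, 1 of 32, gave as many genes and as many events for each factor. The others gave 0 genes for either factor, up to 35 events for genotype against 614, and up to 2 events for ABA against 21. Nearly all of them mix labels within a group, so real differences widen the spread and lower the counts. Swapping every pair within only 1 level of the other factor turns the contrast into the interaction. The low counts are therefore not a rate of false calls.

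The sr34a-1 libraries lay toward the ABA libraries on the first principal component, and a score of the ABA response was compared between genotypes. It was the mean log2 CPM of genes called higher after ABA minus that of genes called lower, with genes from the sr34a-1 response under mock conditions and from the WT response with ABA. The score was higher in sr34a-1 by 0.0852 under mock conditions and by 0.12 with ABA, or 7.94% and 11.1% of the full response (p 0.005, the smallest that 400 arrangements can give, two-sided). After correction for GC content and gene length the differences were 0.0811 and 0.123 with p 0.005, again the smallest possible. The correction moved the values little, and how much bias it removed was not measured. Of these genes, 55.3% and 58.6% had a fold change between genotypes in the direction of ABA, whether or not they were called. Equal shares in both directions would mean no lean. The score measures what the first component already showed, so it gives the size of the difference and no separate support. That sr34a-1 shares part of the ABA response is a candidate explanation that could not be told apart from GC content or length bias.

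A different developmental stage is a second candidate explanation. Of 16 seed reserve genes, 14 were called higher in sr34a-1 under mock conditions and 15 with ABA, and 24 of 24 photosynthesis genes were called lower in both. Median log2 fold changes were 0.94 and -0.77 under mock conditions and 1.20 and -0.89 with ABA, in the same directions under each scaling. The stage score differed by 1.72 and 1.95 between genotypes (permutation p 0.005, the smallest possible). ABA moved the same score by 0.941 in WT and 1.17 in sr34a-1 (p 0.005), so the explanations overlap. Photosynthesis genes responded little to the 2 h treatment. ABA lowered 2 of 24 in WT and 5 of 24 in sr34a-1, with medians of -0.09 and -0.17. A longer exposure to ABA was not measured, so these genes do not separate the explanations. Several of these genes have near-identical copies, among them those of LHCB, RBCS and the 2S albumins, and their single values are uncertain. Stage was not measured, and a delay of sr34a-1 seedlings could contribute.

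Linked sequence variation was examined as a source of expression differences between genotypes. Of 439 genes within 1 Mb of SR34A, 38.7% were called, against 35.1% of 3739 genes elsewhere on chromosome 3 (odds ratio 1.17, Fisher's exact test, two-sided, p 0.14), so no excess near the gene was found. Among 362 genes with a change of at least 1, 22 pairs were neighbours, against a median of 7 and a 95th percentile of 11 in 10000 random lists (p 1e-04, the smallest possible). Of these pairs, 19 changed in the same direction. Among 1572 genes changed by ABA, 207 pairs were neighbours against a median of 122 (p 1e-04, the smallest possible), so tandem families may account for some of the pairs. The ratio was 3.14 between genotypes and 1.7 for ABA, and local differences between the lines remain possible. Among the genes named above, AT1G50280 (log2 fold change 2.96, averaged over treatments) lay beside AT1G50290 (-1.34). AT5G33395 (-2.63) lay between AT5G33390 (-2.25) and AT5G33399 (1.33), and AT2S4 (2.165) lay beside AT2S3 (1.916). With no other mutant line, the changes of these genes cannot be assigned to SR34A rather than to local differences.

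Exons were over-represented among splicing calls, with an odds ratio of 9.57 for genotype averaged over treatments. Stratified by sampling variance in 10 strata it was 7.63 (95% interval 6.2 to 9.37), so sampling error accounted for part of the excess at most. Exons were also over-represented among the 21 calls for ABA averaged over genotypes (6 calls, odds ratio 9.69, Fisher's exact test, two-sided, adjusted p 0.000292). Under the range rule, ABA against mock had odds ratios of 1.78 in WT (adjusted p 0.267) and 0.952 in sr34a-1 (adjusted p 1). Whether the excess is specific to the genotype comparison therefore remained open.

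Called introns mostly had higher PSI in sr34a-1, with 186 higher and 69 lower in the effect averaged over treatments (exact binomial test, two-sided, p 1.39e-13). Under mock conditions alone there were 31 and 21 (p 0.212), which did not pass, and with ABA 61 and 30 (p 0.00152). Introns rather than libraries were the units of the binomial tests, also for balanced introns below. They are not independent replicates, so these p-values do not measure the spread between libraries. The mean PSI of all 16719 tested introns gave a permutation p of 0.405 between genotypes (two-sided). Within same-numbered pairs it was higher in sr34a-1 in 1 of 3 pairs under mock conditions and 3 of 3 with ABA, by 0.168 on average (p 0.219 over 64 swaps of all pairs). These means include the called introns. For the 16464 introns not called, the difference was -0.0604 under mock conditions and 0.0967 with ABA (permutation p 0.87, two-sided). Without the called introns the difference with ABA was smaller and kept its sign. Leaving out introns that were mostly higher lowers the difference by itself, so the smaller value is no separate evidence. The lean of the called introns can therefore not be told apart from a small general increase in unspliced RNA with ABA. Among introns with balanced reads at both ends, 146 were higher and 37 lower (p 1.63e-16). The hypothesis remains that retention of a limited set of introns may depend on SR34A, directly or through other changes.

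Events of SR genes other than SR34A were called more often than matched events, with 11 of 58 for the effect averaged over treatments. In 10000 random lists matched on sampling variance and event type, the median was 4 and the 95th percentile 8 (one-sided, p 0.0028). Some called events of a gene overlap, as in SR30 and SR34, so that p is too small. With each gene counted once, 8 of 17 SR genes had a call, against a median of 2 and a 95th percentile of 5 in random gene lists matched on tested events and sampling variance (one-sided, p 8e-04). A candidate explanation is that other SR genes are spliced differently when SR34A is reduced.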
